# *DEP* and *AFO* Regulate Reproductive Habit in Rice

**DOI:** 10.1371/journal.pgen.1000818

**Published:** 2010-01-22

**Authors:** Kejian Wang, Ding Tang, Lilan Hong, Wenying Xu, Jian Huang, Ming Li, Minghong Gu, Yongbiao Xue, Zhukuan Cheng

## Abstract

Sexual reproduction is essential for the life cycle of most angiosperms. However, pseudovivipary is an important reproductive strategy in some grasses. In this mode of reproduction, asexual propagules are produced in place of sexual reproductive structures. However, the molecular mechanism of pseudovivipary still remains a mystery. In this work, we found three naturally occurring mutants in rice, namely, *phoenix* (*pho*), *degenerative palea* (*dep*), and *abnormal floral organs* (*afo*). Genetic analysis of them indicated that the stable pseudovivipary mutant *pho* was a double mutant containing both a Mendelian mutation in *DEP* and a non-Mendelian mutation in *AFO*. Further map-based cloning and microarray analysis revealed that *dep* mutant was caused by a genetic alteration in *OsMADS15* while *afo* was caused by an epigenetic mutation in *OsMADS1*. Thus, *OsMADS1* and *OsMADS15* are both required to ensure sexual reproduction in rice and mutations of them lead to the switch of reproductive habit from sexual to asexual in rice. For the first time, our results reveal two regulators for sexual and asexual reproduction modes in flowering plants. In addition, our findings also make it possible to manipulate the reproductive strategy of plants, at least in rice.

## Author Summary

Sexual reproduction is essential for the life cycle of most flowering plants. However, pseudovivipary, in which floral organs are replaced by bulbils or plantlets, provides an asexual means for many grasses to reproduce in extreme environments. Although the molecular mechanism of pseudovivipary is still unknown, the high-frequency occurrence of pseudovivipary in extreme environments indicates that only a few key regulators are responsible for the switch of reproductive habit. Here, by analyzing three naturally occurring mutants in rice, we show that mutations in *DEP* and *AFO* lead to the transformation of rice flowers/spikelets into juvenile plantlets and subsequently the switch of reproductive strategy from sexual to asexual, suggesting that *DEP* and *AFO* might work cooperatively to regulate reproductive habit in rice. Thus, we reveal a critical mechanism of the switch of reproductive habit in plants. In addition, our results also make it possible to manipulate the reproductive habit of plants, at least in rice.

## Introduction

Flowering is an important process essential for sexual reproduction, seed development and fruit production. Although flowering is composed of a series of typically irreversible sequential events, reversion from floral to vegetative growth is frequently observed in nature. Reversions can be divided into two categories: inflorescence reversion, in which vegetative growth is resumed after or intercalated within inflorescence development, and flower reversion, in which vegetative growth is resumed in an individual flower [1],[2]. Reversion, which can serve a function in the life history strategy (perenniality) or reproductive habit (pseudovivipary), is essential for the life cycle of some plant species [1],[2].

Vivipary in flowering plants is defined as the precocious and continuous growth of the offspring while still attached to the parent plant [3],[4]. Vivipary can be divided into two distinct types: true vivipary and pseudovivipary [3]. True vivipary is a sexual reproduction process in which seeds germinate before they detach from maternal plant. On the other hand, pseudovivipary is a specific asexual reproductive strategy in which bulbils or plantlets replace sexual reproductive structures [3],[5]. Pseudovivipary has been widely recorded in monocots, in particular grasses that grow in extreme environments [1], [3], [5]–[11]. Characteristics of the environments which favour pseudovivipary include climate changes, high precipitation and humidity, drought, fungal infection, high altitudes and latitudes, late-thawing habitats, or arid/semi-arid areas [1],[3],[5]. Several authors have argued that pseudovivipary has evolved in response to a short growing season, enabling plants to rapidly complete the cycle of offspring production, germination and establishment during the brief periods favourable to growth and reproduction [3]. In developmental terms pseudovivipary occurs in two principal ways. The first way to proliferate, as in *Festuca ovina*, *Poa alpina* and *Poa bulbosa*, is through the transformation of the spikelet axis into the leafy shoot. The second way is to form the first leaf of the plantlet by lemma elongation, as is the case in *Deschampsia caespitose* and *Poa robusta* [1],[11]. In some cases, such as *Deschampsia alpine* and *Phleum pratense*, both modes of propagule development have been found in a single plant [11], indicating that the molecular difference between the two types of pseudovivipary might be rather small.

Pseudovivipary has fascinated biologists, as elucidation of its mechanism could lead to an understanding of flower evolution and sexual reproduction; hence, it might provide an opportunity to manipulate a plant's reproductive strategy. As pseudovivipary is always closely associated with various environmental factors, the molecular basis of pseudovivipary is still unknown. Here we report mutations of two MADS-box transcription factors that are essential for sexual reproduction and mutations of which lead to stable pseudovivipary in rice.

## Results

### Characterization of *pho* mutant

In this study, a naturally occurring mutant showing inflorescence reversion was found in the offspring of an *Oryza sativa* spp. *indica* var. Zhongxian 3037. Instead of normal floral organs, this mutant generated new plantlets (Figure 1A and 1B). The plantlets, like normal juvenile plants, generated roots, produced tillers and showed normal vegetative growth when explanted in paddy fields (Figure S1A and S1B). In the subsequent life cycle, plants again displayed inflorescence reversion. Thus, this mutant could be considered to be a complete pseudovivipary mutant in which the reproductive mode has completely changed from sexual to asexual. In fact, this mutant has accomplished six life cycles via this asexual reproductive method. This type of mutation has not been reported before in rice. We named the mutant *phoenix* (*pho*) to reflect its stable “never die and reborn anew” phenotype. Two additional mutants were also found in this segregating population. The first mutant was named *degenerative palea* (*dep*), and was characterized by shrunken paleas. Paleas in severe *dep* florets degenerated to glume-like organs that were prone to splitting. The lemmas and glumes in *dep* florets were slightly elongated (Figure 1D). The second mutant *abnormal floral organs* (*afo*) displayed a phenotype opposite to *dep*, with abnormalities primarily in lemma and the inner three whorls (Figure 1E).

**Figure 1:**
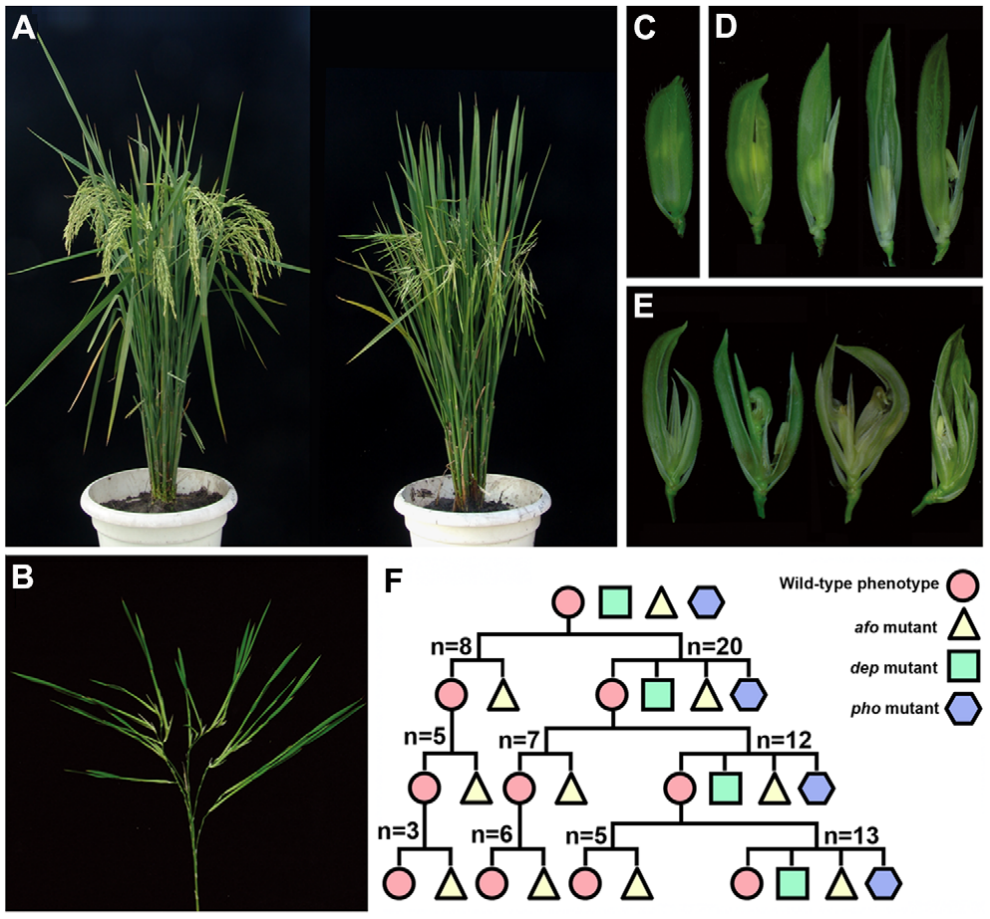
Phenotypic characterization and genetic analysis of *pho*, *dep*, and *afo* mutants. (A) The phenotype of wild-type (left) and *pho* (right) plants. (B) All flowers are replaced by young plantlets in *pho* panicle. (C) The spikelet of wild-type rice. (D) The spikelets of *dep* in the order of increasing severity showing the defects of paleas. (E) The spikelets of the *afo* mutant showing pleiotropic defects in lemmas and the inner three whorls. (F) Genetic analysis of *pho*, *dep*, and *pho* mutants indicates that *pho* might be a double mutant containing both a Mendelian mutation in *DEP* and a non-Mendelian mutation in *AFO*; “n” indicates the line number.

In order to examine the genetic basis of the three mutations, seeds of the 28 individual plants showing the normal phenotype from the above population were planted into lines by parent plants. We found that those genotypes self-segregated into two categories. The first category only produced *afo* and wild phenotype plants, while the second category produced *dep*, *afo*, and *pho*, as well as wild phenotype plants. As the segregation ratios in both categories seemed unclear, seeds of the wild phenotype plants from each category were planted in individual lines for two more generations. Subsequently, all plants in the final generation were counted and analyzed (summarized in Figure 1F). In the first category lines, 35.34% of plants displayed the *afo* phenotype, while 64.66% of plants exhibited the wild phenotype (n = 232). As the segregation did not follow Mendelian patterns (3∶1 ratio, *χ* ^2^ (1) = 13.24, *P*<0. 01), we proposed that *afo* might be a non-Mendelian mutant. In the second category lines, 28.44% plants showed the *afo* phenotype, 18.35% plants showed the *dep* phenotype and 7.34% plants showed the *pho* phenotype (n = 218). We observed that *pho* only appeared in the line where *afo* and *dep* mutants coexisted. In addition, when we put the wild phenotype plants and *afo* mutants into one group and *dep* and *pho* into another group, the segregation ratio would fit a 3∶1 ratio (162∶56, *χ* ^2^ (1) = 0.06, *P*>0.50), indicating that *dep* might be a Mendelian mutant. Therefore, we further hypothesized that *pho* might be a double mutant containing both a Mendelian mutation in *DEP* and a non-Mendelian mutation in *AFO*.

### Single amino acid mutation disrupts the transcriptional activation of OsMADS15 in *dep*

To understand the molecular mechanism of pseudovivipary in *pho*, we began by isolating the *DEP* gene through map-based cloning. The *dep* mutants from the second category line were crossed to *O. sativa* spp *japonica* var. Zhonghua11 to generate a mapping population. In the F2 population, 71 of 302 plants showed the *dep* phenotype (3∶1 ratio, *χ* ^2^ (1) = 0.36, *P*>0.50), confirming that the phenotype of the *dep* mutant is controlled by a single recessive gene. 2,292 F2 and F3 plants showing the *dep* phenotype were used to map *DEP* to a 50-kbp region on the short arm of chromosome 7. All genes within this region were amplified and sequenced. A single nucleotide G to C substitution at position 94 in coding region was found in the first exon of the *OsMADS15* in the *dep* mutant. This substitution results in a change from a MADS-box conserved alanine residue to proline (Figure 2A and Figure S5). The same nucleotide mutation was also found in all the *pho* mutants analyzed (n = 20), further implying that the mutation of *OsMADS15* might be partly responsible for the *pho* phenotype. To confirm that the loss of function of OsMADS15 is responsible for *dep*, we utilized an RNA interference approach to down-regulate *OsMADS15*. Forty transgenic plants expressing an inverted repeat of 317 bases of *OsMADS15* were generated in Nipponbare. Among them, 35 plants also displayed the *dep* degenerative palea phenotype (Figure S1C and S1D). Therefore, we concluded that the phenotype of the *dep* mutant is indeed caused by mutation in *OsMADS15*.

**Figure 2:**
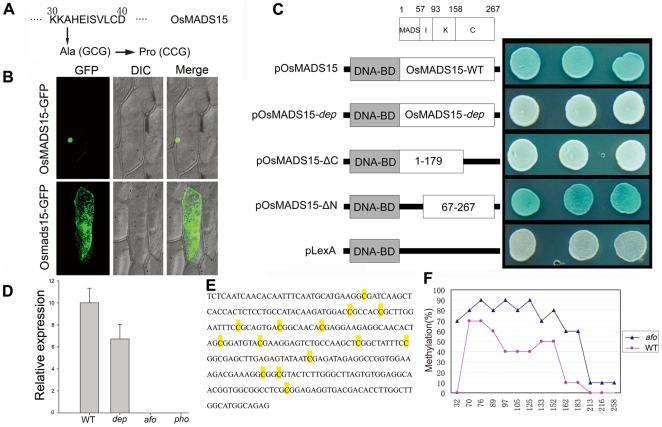
Molecular mechanisms of *dep* mutant and *afo* mutant. (A) Amino acid mutation corresponding to the nucleotide change in *dep*. (B) OsMADS15-GFP fusion protein is localized in nucleus while Osmads15 (*dep*)-GFP fusion protein is localized in cytosol. (C) Transcriptional activation assay of pOsMADS15, pOsMADS15-*dep*, pOsMADS15△C180-267, pOsMADS15△N1-66, and pLexA. White clones indicate no activation of the reporter gene while blue clones indicate activation of the reporter gene. (D) *OsMADS1* expression analysis by quantitative real-time PCR analysis in WT, *dep*, *afo*, and *pho* panicles shows the silencing of *OsMADS1* in *afo* and *pho*. (E) 294-bp sequence in the promoter region of *OsMADS1* gene shows different cytosine methylation in WT and *afo*. The yellow-marked cytosines were found to be methylated in WT or *afo*. (F) Profiles of DNA methylation in 294-bp region in WT (red line) and *afo* (blue line) plants. The numbers on the X axis represent cytosine positions in the analyzed region, and the Y axis represents methylation ratios in WT and *afo*.

We found five *OsMADS15* transcripts with differing sequences in GeneBank. To identify the WT *DEP* sequence, we performed RT-PCR and found that our cDNA sequence was identical to GB accession AB003325. This cDNA was used for subsequent analysis. MADS-box proteins are transcription factors, so we conducted experiments to evaluate whether amino acid substitution impaired the transcriptional activation function of OsMADS15 in the *dep* mutant. OsMADS15 from both WT and *dep* were fused with GFP protein and transiently expressed in onion epidermal cells as well as rice protoplast cells. The OsMADS15 GFP signal was localized in the nucleus, whereas the *dep* mutant caused redistribution of OsMADS15 GFP to the cytosol (Figure 2B and Figure S2). Previous study has revealed that the KC region of OsMADS15 (Amino acids of AF058698) does not show any transcriptional activation function [12]. However, a single amino acid substitution, from leucine to histidine mutation, has occurred at position 117 of the amino acids of AF058698. In our study, we found that the OsMADS15 protein itself exhibited transcriptional activator activity. Furthermore, when the MADS domain of OsMADS15 was eliminated, the residual IKC region of OsMADS15 also displayed transcriptional activator activity. However, the mutated protein in *dep* lost its transcriptional activator activity completely, though the amino acid mutation only occurred in the MADS domain (Figure 2C). Taken together, it is very likely that the mutated OsMADS15 protein has lost its transcriptional activation function in *dep*.

### *afo* is an epigenetic mutant of *OsMADS1*, while *pho* is a spontaneous mutant containing both genetic mutation in *OsMADS15* and epigenetic mutation in *OsMADS1*

From the above genetic analysis, it was deduced that *pho* and *afo* were non-Mendelian mutants, so we proposed that they might be epigenetic mutants. Epigenetic mutations are often marked by a reduction or elimination of an associated transcript. 

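Total RNA from young panicles of WT and *pho* was hybridized to the Affymetrix GeneChip Rice Genome Array, with 2 arrays for WT and 2 arrays for *pho*. By the sample labels, replicate 1 of each genotype came from panicles of 5–8 cm and replicate 2 from panicles of 9–12 cm, so that each replicate number stands for 1 panicle length. The paper's methods describe panicles of 5–8 cm. The title, the source and the genotype of the 9–12 cm WT sample give WT, whereas a line of its description names *pho*, and the sample was used as WT. The authors summarized each probe set as a MAS5 signal in GCOS and scaled all arrays to the same overall intensity, and the mean signal after trimming 2% at each end was 500.1 on each array. The median signal was 49.0 and 60.5 in the WT arrays of 5–8 and 9–12 cm and 50.5 and 68.1 in the *pho* arrays of the same lengths.

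From the signals, log2(signal + 16) was taken without further normalization, and the 23929 of 57258 probe sets with a mean signal of at least 100 over the 4 arrays were tested for a difference between *pho* and WT with limma (two-sided, adjusted by the Benjamini-Hochberg method). Probe sets were assigned to genes by the annotation of the rice assembly ASM3414082v1, and a gene with several probe sets was represented by the one with the highest mean signal. Gene lists were tested with camera, which asks whether the genes of a list shift together relative to all other genes, at a preset correlation between genes of 0.01. Of the 26 lists tested, 12 passed at an adjusted p under 0.05, and 0 passed when the correlation was estimated from the 4 arrays. With an estimated correlation, camera takes its p from the 2 residual degrees of freedom of the 4 arrays, so even strongly shifted lists could hardly pass. Those p values therefore do not decide whether correlation between genes accounts for a shift. The *pho* array of 9–12 cm stood apart from the others, with correlations across probe sets of 0.796 to 0.827, compared with 0.877 to 0.935 among the other 3 arrays. Nothing in the labels or the text says whether the 2 samples of a genotype came from separate plants. Each p from limma's test of a probe set therefore measures only the spread between these samples. That spread includes the difference in panicle length, and the number of arrays limits the precision. A camera p at the preset correlation instead sets the genes of a list against all other genes, treated as nearly independent. A small camera p therefore does not stand for agreement between many replicate samples.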

Microarray experiments were carried out to investigate whether there were any variations in transcript accumulation between *pho* and WT young panicles (Table 1). These experiments showed that the transcript levels of multiple genes were altered. Of those altered genes, *OsMADS1* (also known as *LEAFY HULL STERILE1*, *LHS1* [13]), was the most significantly altered transcript, with a 2,208-fold reduced expression in *pho* relative to WT. 

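Genes of the anther wall and tapetum, the cell layer that nourishes developing pollen, fell as a group in *pho*. All 9 tested members had a lower signal in *pho* than in WT at both panicle lengths (camera adjusted p = 6.20e-08, or adjusted p = 0.399 with an estimated correlation). The arrays measured whole panicles. The paper saw neither stamens nor carpels in *pho*, where plantlets took the place of the flowers. Missing anther tissue alone would therefore lower the signals of this list and of the meiosis genes. The arrays do not show a change of transcript within anther cells. The signal of *EAT1*, a bHLH regulator of tapetal cell death, was 943 ± 91.1 (SD, n = 2) in WT and 19.8 ± 23.8 (SD, n = 2) in *pho*. That of *TIP2*, another tapetal bHLH regulator, was 1392 ± 356 (SD, n = 2) in WT and 62.5 ± 36.9 (SD, n = 2) in *pho*. *OsC4* had signals of 4194 in WT and 55.8 in *pho* at 5–8 cm, and of 22432 in WT and 249 in *pho* at 9–12 cm. Its adjusted p from limma was 0.351, and it passed with panicle length as a block (0.0133) and with each array centred on its median (0.0413), within a range of 0.0133 to 1.00 over all settings tried. With centred arrays *EAT1* and *TIP2* also passed, with an adjusted p of 0.0303 for each, against 0.214 and 0.181 in the main setting, and over all settings tried the adjusted p reached 1.00 for *EAT1* and 0.977 for *TIP2*. Meiosis genes also fell, with 3 of 5 tested members lower at both lengths (camera adjusted p = 0.00976, or adjusted p = 0.552 with an estimated correlation). *PAIR2*, which is required for the pairing of homologous chromosomes, had a log2 fold change of -2.87 (SE 0.500, adjusted p = 0.388 from limma). *MEL1*, an Argonaute gene of germ cells before meiosis, had a mean signal of 2145 in WT and 455 in *pho*. Without the *pho* array of 9–12 cm, the adjusted p of the meiosis list was 0.0675.

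Chloroplast and photosynthesis genes rose as a group in *pho*, with 20 of 24 tested members higher at both lengths and none lower at both (camera adjusted p = 2.54e-10, or adjusted p = 0.493 with an estimated correlation). Their median log2 ratio of *pho* over WT was 0.42 at 5–8 cm and 2.13 at 9–12 cm, the length at which the *pho* array stood apart. The 3′ over 5′ signal ratio of the actin control, a sign of RNA quality, was 10.6 in WT and 3.28 in *pho* at 5–8 cm and 4.95 and 5.26 at 9–12 cm, and that of the GAPDH control was 16.4 and 6.87 at 5–8 cm and 9.62 and 11.0 at 9–12 cm. *PORA*, which encodes a protochlorophyllide reductase of chlorophyll synthesis, had signals of 2548 in WT and 6709 in *pho* at 5–8 cm, and of 866 in WT and 7393 in *pho* at 9–12 cm. *RCA*, the activase of Rubisco, had signals of 911 and 1438 in WT and *pho* at 5–8 cm and of 1225 and 9604 at 9–12 cm. Heat shock protein genes rose as well, with 12 of 18 tested members higher at both lengths (camera adjusted p = 5.20e-04, or adjusted p = 0.525 with an estimated correlation). Their median log2 ratio, like that of the chloroplast genes, differed between the lengths along with these control ratios, with 0.30 at 5–8 cm and 2.08 at 9–12 cm. The signal of *hsp17.9* was 12398 in the WT array of 5–8 cm, 2197 in that of 9–12 cm, and 17899 and 17666 in the *pho* arrays of the same lengths. Expansin genes, whose products loosen the cell wall, fell, with 10 of 14 tested members lower at both lengths (camera adjusted p = 0.00156, or adjusted p = 0.493 with an estimated correlation), and without the filter on low signals their adjusted p was 0.225. Their median log2 ratio was -0.30 at 5–8 cm and -1.27 at 9–12 cm, so the fall was also larger at the longer length. The signal of *EXPA7* was 12595 ± 2056 (SD, n = 2) in WT and 4522 ± 1900 (SD, n = 2) in *pho*.

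No single probe set passed the test. In limma, 0 probe sets were higher and 0 lower in *pho* at an adjusted p under 0.05, and the smallest adjusted p was 0.0773. At an unadjusted p under 0.05, 826 probe sets were higher and 809 were lower. With panicle length as a block, 8 were higher and 32 lower, with each array centred on its median 11 were higher and 40 lower, and an ordinary two-sample test gave 3 and 4. When adjusted over the list alone, 5 anther wall and tapetum genes and 1 meiosis gene were lower. The log2 ratios of *pho* over WT at the 2 lengths, which share no array, had a Pearson correlation of 0.376 and a Spearman correlation of 0.322 across the tested probe sets, which are not independent replicates, and a Pearson correlation of 0.192 without the filter on low signals. At least 2-fold differences in the same direction at both lengths were found for 1023 probe sets, and in opposite directions for 205.

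**Figure D1:**
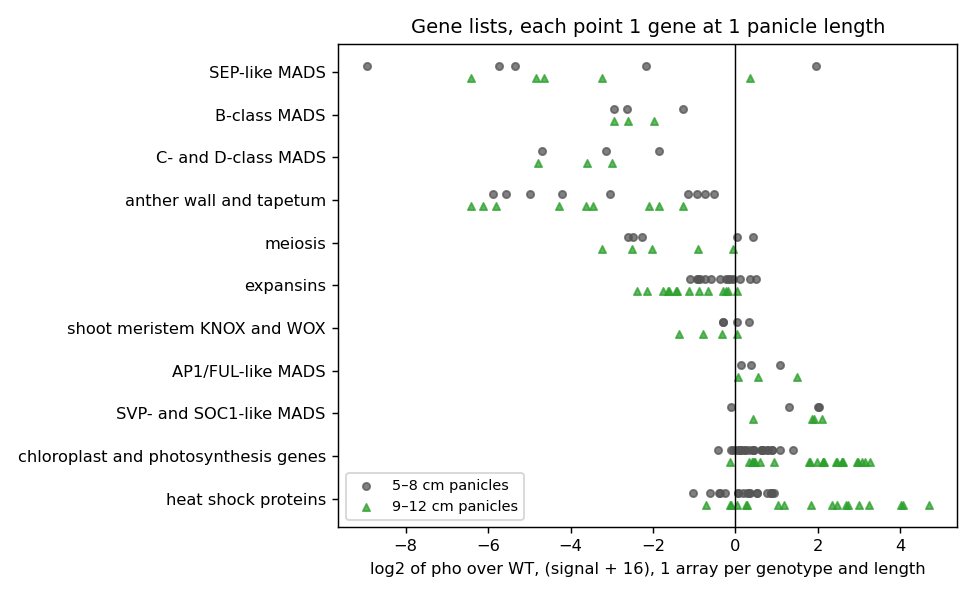
Log2 ratio of *pho* over WT, calculated from the signal + 16, for the tested genes of 11 gene lists. Each point is 1 gene at 1 panicle length, with circles for 5–8 cm and triangles for 9–12 cm, and each ratio comes from 1 array per genotype. The 9 anther wall and tapetum genes lie below 0 at both lengths, and the median of the chloroplast and photosynthesis genes is 0.42 at 5–8 cm and 2.13 at 9–12 cm.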

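*OsMADS1* lies on chromosome 3 of the assembly, from 6100234 to 6108851. Its signal was 10166 in WT and 4.6 in *pho* in panicles of 5–8 cm, and 10671 in WT and 109 in *pho* in panicles of 9–12 cm. The mean signal was 10418 ± 357 (SD, n = 2) in WT and 57.0 ± 74.0 (SD, n = 2) in *pho*. The ratio of the WT signal to the *pho* signal was 2209.96 at 5–8 cm and 97.6 at 9–12 cm. The first ratio depends on the floor of the array, because the *pho* signal of 4.6 lies below the median of 50.5 of all probe sets there, and it was 494 with 16 added to both signals. The second ratio is limited by background too, because the *pho* signal of 109 lies not far above the median of 68.1 on its array. The log2 fold change over all arrays was -7.68 (SE 0.874, adjusted p = 0.181 from limma), the lowest of the 23929 tested probe sets, and by p it ranked 42. The adjusted p was 0.0401 with panicle length as a block and 0.0144 with each array centred on its median, within a range of 0.0144 to 0.825 over all settings tried.

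*OsMADS15*, a MADS-box gene of the AP1/FUL-like group, had a signal of 14883 ± 620 (SD, n = 2) in WT and 15957 ± 92.1 (SD, n = 2) in *pho*, and its log2 fold change was 0.10 (SE 0.168, adjusted p = 0.900 from limma). The SEP-like group, to which *OsMADS1* belongs and whose members act with other MADS-box proteins in specifying floral organs, fell in *pho*, with 4 of 5 members lower and 1 higher at both lengths (camera adjusted p = 7.37e-06, or adjusted p = 0.376 with an estimated correlation). *OsMADS7* had a log2 fold change of -5.10 (SE 0.315, adjusted p = 0.0773 from limma). *OsMADS8* had a log2 fold change of -5.19 (SE 0.406, adjusted p = 0.102 from limma), and with panicle length as a block the adjusted p was 0.0231 for *OsMADS7* and 0.0322 for *OsMADS8*. Over all settings tried it ranged from 0.00825 to 0.655 for *OsMADS7* and from 0.0103 to 0.753 for *OsMADS8*. *OsMADS5* had signals of 7152 in WT and 1578 in *pho* at 5–8 cm, and of 6022 and 620.0 at 9–12 cm. *OsMADS34*, the member with higher signals, had 569.7 in WT and 2270 in *pho* at 5–8 cm, and 616 and 786 at 9–12 cm. When adjusted over the list alone, 4 members were lower, *OsMADS1* among them (adjusted p = 5.50e-04 from limma), which is not independent evidence because all 5 members stand in Table 1. From the non-Mendelian inheritance of *pho* and *afo*, the reduced *OsMADS1* transcript on the arrays and in real-time PCR and the lack of detected mutations at the locus, the paper proposes that *afo* might result from an epigenetic modification of *OsMADS1*. Its bisulfite sequencing then found heavier promoter methylation of the gene in *afo*, and the paper concludes that the *afo* mutation is epigenetic.

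**Figure D2:**
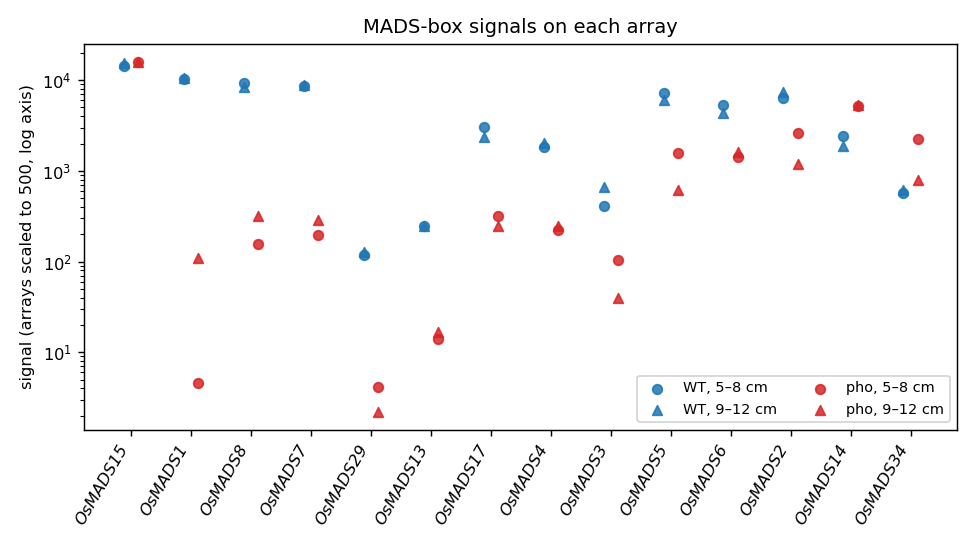
Signal of *OsMADS15* and of the 13 genes of Table 1 on each array, on a log axis. WT is in blue and *pho* in red, with circles for panicles of 5–8 cm and triangles for 9–12 cm, and each point is 1 array. The *OsMADS1* signal is 4.6 and 109 in *pho*, and 10166 and 10671 in WT.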

Real-time PCR was further performed using WT, *dep*, *afo* and *pho* panicle transcripts to confirm this result and to examine whether the *afo* mutant also showed a reduced expression of *OsMADS1* transcripts. As expected, the expression of *OsMADS1* was hardly detectable in *afo* as well as *pho* (Figure 2D). Additionally, no mutations were detected in the 12,879-bp genomic sequence of the *OsMADS1* locus, including the eight exons, seven introns, 2,507-bp upstream sequence and 1,870-bp downstream sequence. We hypothesized that the *afo* mutant might be caused by an epigenetic modification of *OsMADS1*. Interestingly, recent studies in hexaploid wheat (*Triticum aestivum*) revealed that *WLHS1-B*, one of the homologs of *OsMADS1*, was silenced by cytosine methylation [14]. To test if this was also the case in rice, we used bisulfate sequencing of exon 1 and the 5′ upstream regions of *OsMADS1* in *afo* to characterize their methylation status. Compared with the WT plants, the promoter region of *OsMADS1* in *afo* was more heavily methylated (from 31.43% to 62.86%), which might contribute to the silencing of *OsMADS1* (Figure 2E and 2F).

**Table 1:** Expression analysis of MADS-box genes in *pho* mutant according to the microarray data.

Gene	WT Signal	*pho* Signal	WT-vs-*pho* Signal Ratio
*OsMADS1*	10165.8	4.6	2209.96
*OsMADS8/24*	9202.9	156.7	58.73
*OsMADS7/45*	8547.8	194.6	43.92
*OsMADS29*	119.6	4.1	29.17
*OsMADS13*	247.9	14	17.71
*OsMADS17*	3034.6	318.6	9.52
*OsMADS4*	1842.2	224.9	8.19
*OsMADS3*	414.3	103.2	4.01
*OsMADS5*	7152.3	1577.8	4.53
*OsMADS6*	5314.5	1423.5	3.73
*OsMADS2*	6275	2591.8	2.42
*OsMADS14*	713	2063.4	0.35
*OsMADS34*	569.7	2269.7	0.25

To ascertain whether *pho* was a *dep/afo* double mutant, We crossed *dep* with *naked seed rice* (*nsr*), a mutant of the *OsMADS1* gene [15], to generate *dep/nsr* double mutants. In the F_2_ and F_3_ population, all the *dep/nsr* double mutants analyzed (n = 35) showed a similar pseudovivipary phenotype to that of the *pho* mutants (Figure S3). This double mutant has accomplished three life cycles via asexual reproductive method. So, this result confirmed that *pho* was a double mutant of *Osmads1* and *Osmads15*.

### *dep* displays pseudovivipary occasionally

The spikelet development of each of the three mutants was further analyzed to explore functions of the two MADS-box genes during spikelet development. Previous studies have characterized *OsMADS1* as a *SEPALLATA* (*SEP*)-like gene and performed multiple investigations in rice. However, the function of *OsMADS1* is still not fully elucidated [13], [15]–[20]. The *afo* mutant shared many similarities with those severely affected *Osmads1* (*lhs1*) mutants and *OsMADS1*RNAi plants (Figure 1E): all spikelets were sterile; lemmas were more severely affected than paleas; palea marginal tissues (PMTs) were absent while palea main structures (PMSs) were only slightly effected; lodicules were converted into glume-like organs; and ectopic florets that are indicative of partial reversion had frequently arisen from the parent florets [13],[15],[19],[20]. In summary, the phenotype of *afo* mutant suggests that *OsMADS1* is required for the specification of lemma, PMTs and the three inner whorls [13],[15],[19],[20]. Its pleiotropic defects indicate that *OsMADS1* is essential for flower meristem (FM) determinacy [13], [15], [19]–[22].

Phylogenetic analyses have characterized *OsMADS15* as an *APETALA1* (*AP1*)/*FRUITFUL* (*FUL*)-like gene (Figure S4 and Figure S5) [21]–[23]. In addition, previous study has shown that *OsMADS15* (*RAP1A*) RNA was expressed in the incipient floral primordium and later mainly accumulated in empty glumes, lemma, palea and lodicules [23]. However, the function of *OsMADS15* is still unclear [21],[22]. The effects of *OsMADS15* on cell specifications of all spikelet whorls were histologically examined. In a severely affected *dep* spikelet, the transformed palea was actually only composed of two PMTs while the PMS was completely lost (Figure 3A and 3B). This implied that the identity of palea was lost in the *dep* spikelet with the severe phenotype. The lemma in the *dep* spikelet was also slightly affected, but its identity was still maintained (Figure 3A and 3B, and Figure S6). The glumes of *dep* spikelets contained many more bundles than the WT glumes, suggesting a possible partial reversion of glumes to leaf-like organs. No obvious difference was found in the inner three whorls, hinting that they are not affected by the mutation of *OsMADS15*. Thus, *OsMADS15* is required for the specification of PMS and empty glumes, those floral organs are just opposite to the affecting whorls of *OsMADS1*.

**Figure 3:**
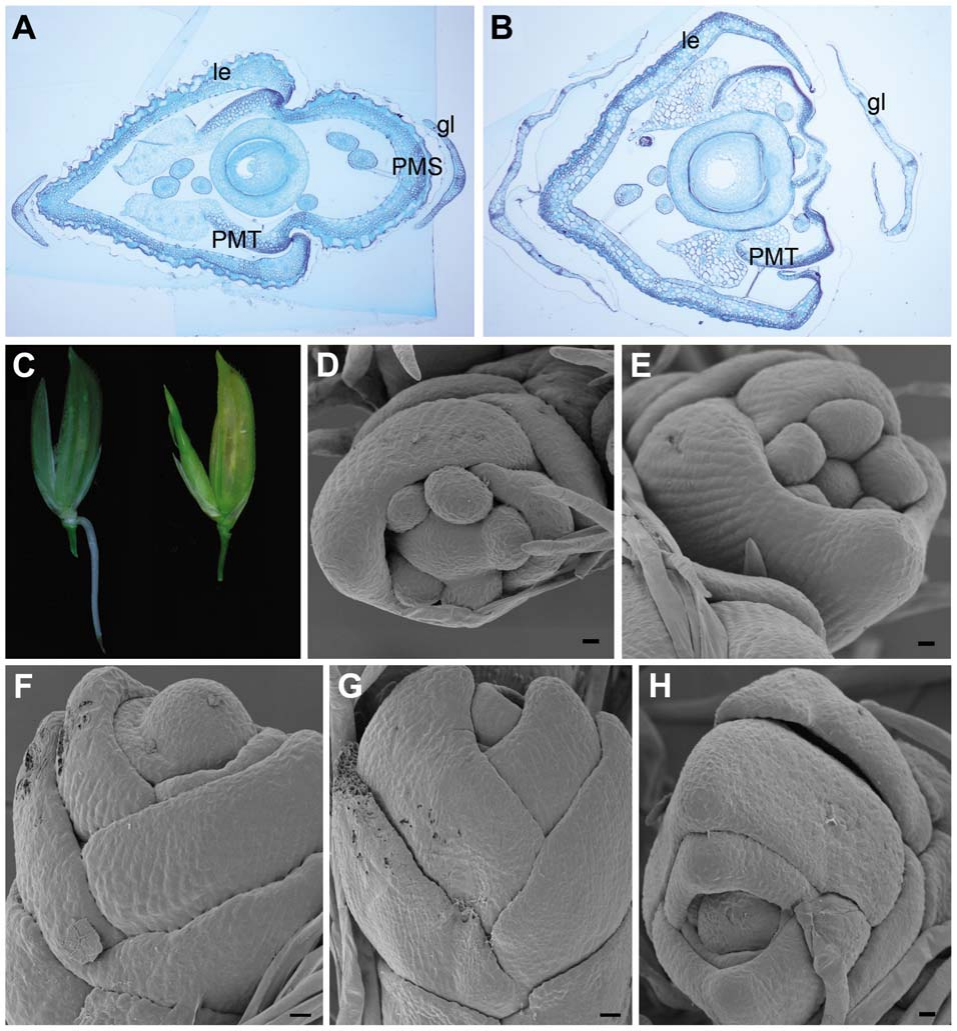
Spikelet morphologies of WT, *dep*, *afo*, and *pho* plants. (A) Transverse section of the WT spikelet shows normal glumes (gl), lemma (le), palea main structure (PMS) and palea marginal tissue (PMT). (B) Transverse section of the severely affected *dep* spikelet shows the loss of PMS. (C) Occasional emergence of root at the base of *dep* rachilla on the lemma side (left) and occasional emergence of tiller between palea and upper empty glume in *dep* spikelets (right, see also Figure S7). (D,E) SEM of the floral primordium in WT shows that only two empty glumes, lemma (le) and palea (pa) are arranged in alternate phyllotaxis. (F–H) SEM of the floral primordium in *pho* shows that all lateral organs are arranged in alternate phyllotaxy. Bars in (A,B), 200 µm; bars in (D–H), 10 µm.

*dep* showed a stable degenerative palea phenotype when grown in paddy fields with a normal climate. Unexpectedly, however, we found that, under a continuous rain for several days during its heading stage, roots occasionally emerged from the base of *dep* rachillas (Figure 3C). Only one root was formed in each spikelet and it merely located at the lemma side (n = 22). These roots would soon degenerate if the spikelets were dried. Interestingly, if the continuous rain occurred after the heading stage, the inner floral organs or developing seeds of *dep* always got mildewed because of the lack of protection by paleas, but emergence of new shoots was occasionally visible in *dep* spikelets (Figure 3C and Figure S7A, S7B, and S7C). In contrast to the emerged roots that were only formed on the lemma side, these emerged shoots only appeared between paleas and upper empty glumes on the other side (n = 24). Moreover, prophylls were found on these shoots, indicating that these emerged shoots are actually tillers. These tillers also generated roots, produced new tillers and showed normal vegetative growth when replanted in fields (Figure S7D and S7E). So, *dep* can also be considered to be an unstable pseudovivipary mutant that was closely associated with environmental factors. In the *dep* mutant, most floral organs develop normally, demonstrating that *OsMADS15* might only play a minor role in the FM determinacy. However, the occasional emergence of roots and tillers in *dep* implies that the shoot apical meristem (SAM) identity is restored and begins to grow under a suitable environment (continuous rain), so *OsMADS15* might also participate in inhibiting SAM formation in incipient floral primordium. However, pseudovivipary has not been observed in *DEP* RNAi plants that grow in paddy fields; it is probably that the residual transcripts in RNAi plants are sufficient to inhibit SAM formation in incipient floral primordium. Alternatively, pseudovivipary, which is mainly observed in natural plants, might be a *dep* allele–specific phenomenon.

Finally, the primordium development of *pho* mutant was also analyzed. In WT, two empty glumes, lemma and palea were arranged in alternate phyllotaxis while stamens and carpel were not (Figure 3D and 3E). In contrast, in the *pho* mutant, no stamen or carpel was observed and all lateral organs were arranged in alternate phyllotaxis (Figure 3F–3H). 

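On the arrays, several floral MADS-box genes had signals in young *pho* panicles that were lower than those in WT. The B-class genes, which specify lodicules and stamens, fell in *pho*, with 3 of 3 members lower at both panicle lengths (camera adjusted p = 2.26e-05, or adjusted p = 0.376 with an estimated correlation). The signal of *OsMADS2* was 6803 ± 746 (SD, n = 2) in WT and 1888 ± 996 (SD, n = 2) in *pho*, that of *OsMADS4* was 1933 ± 128 and 236 ± 16.1 (SD, n = 2 each), and that of *OsMADS16* was 9772 ± 2275 and 2082 ± 1113 (SD, n = 2 each). The C- and D-class genes, which act in stamen, carpel and ovule development, also fell, with 3 of 3 tested members lower at both lengths (camera adjusted p = 1.37e-05, or adjusted p = 0.376 with an estimated correlation). *OsMADS58* had a signal of 2196 ± 84.1 (SD, n = 2) in WT and 66.9 ± 1.34 (SD, n = 2) in *pho*. *OsMADS3* had a signal of 536 ± 172 (SD, n = 2) in WT and 71.5 ± 44.8 (SD, n = 2) in *pho*, and *OsMADS13* had 247 ± 0.707 and 15.4 ± 1.98 (SD, n = 2 each). The AGL6-like genes *OsMADS6* and *OsMADS17*, too few to be tested as a list, had a mean signal of 4819 and 2699 in WT and of 1513 and 283 in *pho*. *OsMADS29*, whose mean signal was too low for the test, had signals of 120 and 127 in WT and of 4.1 and 2.2 in *pho*.

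The AP1/FUL-like genes, which act in the meristem from the transition to flowering onward, rose as a group, with 3 of 3 tested members higher at both lengths (camera adjusted p = 0.0213, or adjusted p = 0.493 with an estimated correlation). *OsMADS14* had signals of 2449 in WT and 5183 in *pho* at 5–8 cm and of 1879 and 5303 at 9–12 cm, and *OsMADS18* had a signal of 4734 ± 1362 in WT and 6446 ± 1315 in *pho* (SD, n = 2 each). The other tested member, *OsMADS15*, hardly differed (log2 fold change 0.10, SE 0.168, adjusted p = 0.900 from limma). The adjusted p of this list was 0.0704 with each array centred on its median, 0.0817 without the WT array of 9–12 cm and 0.181 without the *pho* array of 5–8 cm. The SVP- and SOC1-like genes, regulators of flowering time and of meristem identity, rose as well, with 3 of 4 tested members higher at both lengths (camera adjusted p = 5.20e-04, or adjusted p = 0.395 with an estimated correlation). The signal of *OsMADS50* was 420 ± 88.2 (SD, n = 2) in WT and 1652 ± 450 (SD, n = 2) in *pho*, and that of *OsMADS22* was 1050 ± 76.6 and 3611 ± 1611 (SD, n = 2 each). Of the KNOX and WOX genes of the shoot meristem, *OSH15* and *OsWUS* were not measured here. The 4 tested members did not pass the test as a list (camera adjusted p = 0.351). Among them, *OSH1*, which maintains the SAM, had signals of 7553 in WT and 7773 in *pho* at 5–8 cm, and of 5843 and 3378 at 9–12 cm, and *OSH71* had 1084 and 875 at 5–8 cm and 988 and 1007 at 9–12 cm. *OSH43*, the member with the largest change, had 302 and 242 at 5–8 cm and 370 and 134 at 9–12 cm. None of these genes passed limma's test over all probe sets, where the smallest adjusted p among them was 0.0773, for *OsMADS58*. This gene passed with panicle length as a block (adjusted p = 0.0322 from limma) and with each array centred on its median (0.0144), within a range of 0.0144 to 0.729 over all settings tried. When adjusted over the list alone, 3 B-class, 3 C- and D-class and 2 AGL6-like genes were lower, and 1 AP1/FUL-like and 3 SVP- and SOC1-like genes were higher, of which the genes that stand in Table 1 are not independent evidence.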

As those lateral organs finally grew into true leaves but not simple leaf-like organs, it is obvious that FM at least partially transformed into functional SAM although some following floral genes still expressed at this stage (Table 1).

## Discussion

### Pseudovivipary of *dep* and *pho* occurs in two distinct ways

Morphological studies in other grasses have revealed that pseudovivipary occurs either by proliferation of the spikelet axis or by transformation of the lemma [1],[11]. In most cases, pseudovivipary is achieved by the transformation of the spikelet axis.

The grass spikelet is a structure consisting of two glumes subtending one or more small florets. The rice spikelet is generally considered to have three florets, which are subtended by two tiny glumes (rudimentary glumes) [21],[24]. The uppermost floret is fertile while the two lower florets are reduced and sterile. The two empty glumes (or sterile lemmas) are considered to be reduced lemmas of two lower florets [21],[24]. So, theoretically, rice spikelet axis is located between the palea and upper empty glume (Figure 4). In this study, new shoots in the *dep* mutant are merely found between paleas and upper empty glumes. Thus, we conclude that pseudovivipary in the *dep* mutant is also achieved by the transformation of the spikelet axis.

**Figure 4:**
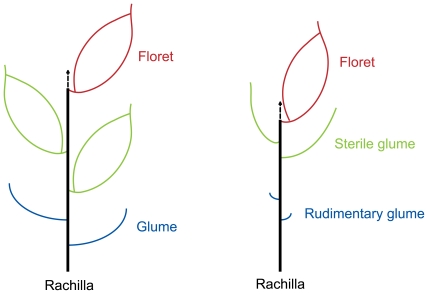
Diagrammatic representation of the spikelets of typical grass with three florets (left) and rice (right). The arrows indicate the spikelet axes, which are transformed to shoots in *dep* plants.

*Poa alopecurus* and *Poa fuegiana*, which are non-pseudoviviparous and pseudoviviparous species, respectively, can also be recognized as the same species because of the close affinities between them [11]. The characters of *Poa fuegiana* have been well described [11]. A detailed comparison of rice *dep* plant with *Poa fuegiana* shows that there are many similarities between the two pseudoviviparous plants: the palea is reduced or rudimentary; the lemma is elongated; new shoots are only formed on the palea side; both are not stable pseudoviviparous plants; and pseudovivipary mainly happens under high rainfall conditions. Considering so many similarities, it is very likely that the occurrence of pseudovivipary in *Poa fuegiana* and rice *dep* mutant might share the same mechanism. However, the validity of this speculation remains to be verified by molecular investigations on *Poa fuegiana*.

The *pho* mutant should be classified into the second type of pseudoviviparous plant since the lemma in *pho* undergoes elongation to form the first leaf of the propagule. However, *pho*, which differs from those environment-dependent pseudoviviparous grasses, shows stable pseudovivipary phenotype and is not associated with environmental factors. Till now, to our knowledge, no similar stable pseudoviviparous plant has been reported in nature. If similar stable pseudoviviparous plants are found in nature, they are very likely to be recognized as new species, because of the extreme difference in morphology and reproductive method.

### Roles of *OsMADS1* and *OsMADS15*

Early studies have showed that both *OsMADS1* and *OsMADS15* are expressed in the incipient floral primordium [16]–[18],[23]. Furthermore, *OsMADS1* interacts with *OsMADS15* in yeast two-hybrid experiments [12]. The defects of their mutants indicate that *OsMADS1* might work cooperatively with *OsMADS15* to determine FM, but their individual roles are divergent: *OsMADS1* mainly works in promoting the determinacy of FM while *OsMADS15* mainly functions in inhibiting the formation of SAM in incipient floral primordium. Consistent with those indications, the mutations of both *OsMADS1* and *OsMADS15* in *pho* result in a stable inflorescence reversion. In addition, *OsMADS1* is required for the specification of lemma, PMTs and three inner whorls. On the contrary, *OsMADS15* is required for the specification of PMS and empty glumes. So, it is also probably that all floral organs in the double mutant, *pho*, lost their modifications and transformed into their basal state, namely, leaves.

It has been shown that both transcripts of *OsMADS1* and *OsMADS15* are eventually accumulated in lemma and palea, suggesting that *OsMADS1* and *OsMADS15* might also be involved in the development of lemma and palea [17],[23]. In severely affected *Osmads1* spikelets, both lemma and palea are affected, but the lemma is affected to a greater extent, suggesting that *OsMADS1* might function as a lemma identity gene [19],[22]. Additionally, PMTs are lost in *Osmads1* spikelets, indicating that *OsMADS1* is also essential for the specification of PMTs. In contrast, in severely affected *Osmads15* spikelets, both lemma and palea are affected, but the palea is affected to a greater extent and PMS is completely lost, implying that *OsMADS15* might be mainly involved in the specification of PMS. Collectively, both *OsMADS1* and *OsMADS15* might control the differentiation of lemma and palea, but their different roles might contribute to the asymmetric development of the first whorl of rice spikelets.

*OsMADS1* and *OsMADS15* are characterized as *SEP*-like gene and *AP1*/*FUL*-like gene, respectively [12], [13], [15]–[23]. *AP1*, *FUL* and *SEP1/2/3/4* genes in dicot model plant *Arabidopsis* are also involved in floral meristem identity determination [25]–[28]. In addition, previous studies in *Arabidopsis* have transformed floral organs into leaf-like organs [26],[29],[30]. However, transformation of flowers into true plantlets that is indicative of pseudovivipary has not been found in *Arabidopsis*, but has been reported in many grasses in nature [1]. The difference might be caused by the distinction of floral development between grasses and dicot plants, as well as the diversification of those floral genes during evolution [16],[21],[31].

### Is grass flower a modified plantlet meant for reproduction?

More than 200 years ago, Goethe proposed that the floral organs are modified leaves. This belief is supported by the observation that triple mutants lacking the ABC genes in *Arabidopsis* have a conversion of all floral organs into leaf-like organs [29],[30]. In this study, we revealed that mutations in *OsMADS1* and *OsMADS15* lead to the transformation of all rice flowers into plantlets that can produce true leaves, thereby further confirming Goethe's hypothesis. The complete transformation of flowers into juvenile plantlets in rice, as well as similar transformations in other grasses, leads us to hypothesize that in grasses a flower may be a modified juvenile plantlet meant for reproduction.

It is widely accepted that sexual reproduction evolves from asexual reproduction, so we speculate that *pho* might be an atavistic mutant, and plants with similar phenotype might play an important role in the evolution of reproductive strategy from asexual to sexual. The *dep* mutant, which can produce both flowers and plantlets, is more similar to most natural pseudoviviparous plants than the *pho* mutant. Thus, its analogous plants might play an intermediate role in this evolution, because such environment-dependent pseudoviviparous plant has the ability not only to reproduce via sexual way under favourable conditions, but also to reproduce via asexual way when the harsh conditions affect its sexual reproduction.

In conclusion, we have shown that *dep* is a genetic mutant in *OsMADS15* while *afo* is an epigenetic mutant in *OsMADS1*, and their combination led to stable pseudovivipary. These findings suggest that the two MADS-box genes might play important roles in plant adaptation to various reproductive strategies.

## Materials and Methods

### Plant materials

All plant materials were grown in individual lines in paddy fields to monitor climate-change triggered pseudovivipary. In summer, all materials were planted in Beijing and Yangzhou, while, in winter, all materials were grown in Hainan Island in South China.

### Primers

The primers used in this study are listed in Table S1.

### Molecular cloning of *DEP*

To fine map *DEP*, STS markers (P1–P8) were developed based on sequence differences between *indica* variety 9311 and *japonica* variety Nipponbare according to the data published in http://www.ncbi.nlm.nih.gov.

### Construction of RNA interference and rice transformation

A 317-bp fragment of *OsMADS15* was amplified by PCR with their specific primers; this fragment was cloned into the pGEM-T vector (Promega) and sequentially cloned into the *Bam*HI*/Sal*I and *Bgl*II*/Xho*I sites of the pUCRNAi vector. Subsequently, the stem-loop fragment was cloned into the pCAMBIA2300-Actin vector. The resulting RNAi construct was transformed into an *A. tumefaciens* strain and used for further rice transformation.

### Subcellular localization

The amplified coding region of *OsMADS15* of both wild-type and *dep* was fused with green fluorescent protein (GFP) and cloned into the *Hind*III/*Bam*HI sites of the vector pJIT163. Those plasmids were bombarded into onion epidermal cells using a PDS-1000/He particle gun (Bio-Rad). The expression constructs were also transfected into rice Nipponbare protoplasts. Twenty hours after transfection, protein expression was observed and images were captured with a Zeiss LSM 510 Meta confocal laser scanning microscope.

### Transcriptional activation assay

We carried out the transcriptional activation assay using a MATCHMAKER LexA Two-Hybrid system (Clontech). Different length sequences were amplified and fused in frame to the pLexA to construct pOsMADS15, pOsMADS15-*dep*, pOsMADS15△C180-267 and pOsMADS15△N1-66. All constructs were used to transform the recipient strain EGY48 with p8op-lacZ. Transformants were selected on *Ura*/*His* depleted plates at 30°C for 3 days. The activation ability was assayed on Gal/Raf (*Ura^−^*/*His^−^*)/X-gal to test the activation of the *LacZ* reporter gene for 3 days.

### Affymetrix GeneChip hybridization and data analysis

In order to generate gene expression profiles of WT and the *pho* mutant, we conducted 57K Affymetrix rice whole genome array. The total RNA of rice panicle (5–8 cm) samples was isolated using TRizol reagent (Invitrogen) and purified using Qiagen RNeasy columns (Qiagen). All the processes for cDNA and cRNA synthesis, cRNA fragmentation, hybridization, staining, and further scanning, were conducted according to the GeneChip Standard Protocol (Eukaryotic Target Preparation, Affymetrix). 5 ug of total RNA was used for making biotin-labeled cRNA targets. 10 ug of cRNA was hybridized for 16 h at 45°C on GeneChip Rice Genome Array. GeneChips were washed and stained in the Affymetrix Fluidics Station 450. GeneChip were scanned using the Affymetrix GeneChip Scanner. The information about GeneChip Rice Genome Array (MAS 5.0) could be accessed from Affymetrix website: http://www.affymetrix.com/products_services/arrays/specific/rice.affx. GCOS software (Affymetrix GeneChip Operating Software) was used for data collection and normalization. The overall intensity of all probe sets of each array was scaled to 500 to guaranty that hybridization intensity of all arrays was equivalent, each probe set was assigned with present “P”, absent “A” and marginal “M” and p-value from algorithm in GCOS. The microarray data has been deposited in the Gene Expression Omnibus (GEO) of NCBI under accession GSE17194.

### Phylogenetic analysis

All MADS-box proteins were retrieved by BLAST searches using the conserved M-, I-, K-domain regions (174 amino acids) of OsMADS15 protein (http://www.ncbi.nlm.nih.gov). Protein sequences were aligned using the CLUSTALX 1.83 [32]. The phylogenetic tree was constructed using the Molecular Evolution and Genetic Analysis (MEGA) package version 3.1 [33].

### Morphological analysis

For SEM, samples were fixed overnight at room temperature with 2.5% glutaraldehyde in a 0.1 M phosphate buffer (pH 7.4) and dehydrated through an ethanol series. Then the samples were replaced by isoamyl acetate, critical point dried, sputter coated with gold, and observed with a scanning electron microscope. For histology, samples were fixed in FAA (5% formaldehyde, 5% glacial acetic acid and 63% ethanol) overnight at 4°C, dehydrated in a graded ethanol series, embedded in Technovit 7100 resin (Hereaus Kulzer) and polymerized at room temperature. Transverse sections were performed using an Ultratome III ultramicrotome (LKB), stained with 0.25% toluidine blue (Chroma Gesellshaft Shaud) and photographed using an Olympus BX61 microscope.

### Quantitative real-time PCR

Total RNA was extracted from rice young panicles (5–8 cm) using TRIZOL reagent (Invitrogen) as described by the supplier. 3 µg RNA was reverse-transcribed with Oligo-dT(18) primer using the superscript II RNaseH reverse transcriptase (Invitrogen). For quantitative real-time RT-PCR, first strand cDNAs were used as templates in real-time PCR reactions using the SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer's instructions. The amplification of the target genes were analyzed using the ABI Prism 7000 Sequence Detection System and Software (PE Applied Biosystems). Ubiquitin was used as a control to normalize all data.

### Bisulfite sequencing

Five micrograms genomic DNA isolated from panicles (5–8 cm) was digested with *EcoR*I and *Pst*I. After centrifugation, pellets were dissolved in 50 µL of water, heated at 95°C for 15 min, and quenched on ice. Fifty microliters of NaOH (3 M) was added and incubated at 37°C for 30 min, followed by the addition of 565 µL bisulfite solution to the denatured DNA. Samples were treated at 55°C for 20 h. After being purified using a Wizard DNA clean-up system (Promega), 50 µL bisulfite-treated DNA was added with 5 µL NaOH (3 M) and incubated at 37°C for 15 min. The Bisulfite-treated DNA was precipitated with ammonium acetate and ethanol, and the pellets were dissolved in 50 µL of water. PCR analysis was performed at 50°C using four primer sets (BSP1-4). PCR products were cloned into PMD18-T vectors. Ten clones of each product were sequenced to determine the methylation ratio. Cytosine methylation was only found in the BSP1 region.

## Supporting Information

Figure S1 The plantlets formed in *pho* panicle show normal vegetative growth when explanted in paddy fields. (A) Young plantlets formed in *pho* panicle. (B) The emergence of normal roots in those plantlets after being replanted in field for three days. (C) The spikelet of WT. (D) The spikelets of ACT::RNAi*MADS15* plants.
(1.41 MB TIF)

Figure S2 OsMADS15-GFP fusion protein and Osmads15 (*dep*)-GFP fusion protein in rice protoplast. Bars: 5 µm.
(0.24 MB TIF)

Figure S3 *dep/nsr* double mutant shows a similar pseudovivipary phenotype to that of the *pho* mutant. (A) The panicles of *dep* (left), *nsr* (center) and *dep/nsr* (right) plants. (B) Young plantlet formed in dep/nsr panicle. (C) The emergence of normal roots in this plantlet after being replanted in field for two days.
(1.48 MB TIF)

Figure S4 Phylogenetic tree of deduced amino acid sequences shows that *OsMADS15* is an *AP1/FUL*-like gene. Phylogenetic tree construction was performed using the M, I, and K domains of these proteins.
(0.23 MB TIF)

Figure S5 Alignment of full-length sequences of *OsMADS15* with *AP1/FUL*-like proteins in other grass species and *Arabidopsis*. Black boxes indicate identical amino acids, and gray boxes indicate similar amino acids. The red box indicates the position of the amino acid substitution in *dep* and *pho* mutant.
(3.13 MB TIF)

Figure S6 Palea is more severely affected than lemma in *dep* spikelet. (A–C), SEM of the lemma (A), palea (B) and glume (C) epidermis of WT spikelet; (D–F), SEM of the lemma (D), palea (E) and glume (F) epidermis of severely affected *dep* spikelet. Scale bar is 10 µm in all panels.
(1.75 MB TIF)

Figure S7 New shoots occasionally emerge from dep spikelets. (A) *dep* plant with emerged shoots (white arrows) in some spikelets. (B) *dep* spikelet with an emerging tiller (white arrow) between palea and upper empty glume. (C) SEM of the emerging tiller (white arrow) in *dep* spikelet. The upper empty glume has been removed. Bar is 0.5 mm (D) Tillers formed in *dep* spikelets. (E) The emergence of normal roots in those tillers after replanting in field for two days.
(2.45 MB TIF)

Table S1 The primers used in this study.
(0.04 MB DOC)

# Supplementary material for: DEP and AFO Regulate Reproductive Habit in Rice
**Source:** PLoS Genet. 2010 Jan 22;6(1):e1000818. doi: 10.1371/journal.pgen.1000818
**Supplement:** Table S1 — The primers used in this study. (0.04 MB DOC)

| **Name** | **Forward sequence (described 5’ to 3’)** | **Reverse sequence (described 5’ to 3’)** |
| --- | --- | --- |
| P1 | TGGTAGTATGTCCTTAGCAT | CAAGATCGTCCACGTAAGTA |
| P3 | ATCACACTCACATCACAGAG | GCAGTTTGACTTCTTTGACC |
| P4 | GTCATCAATCAATTATATCG | GCAGGCTACTTACTAGCGTA |
| P5 | AAGATGAGGTGAGGAAGTGG | AATCACCTACACTATACCGC |
| P6 | ACGATGCGAAAATCCACTTT | ATCAACCATGAGTACACGTCG |
| P7 | GAATCAGCTGTACAAGTTTG | AATTTTGCAGTAGTGGACAT |
| P8 | CTACAGAAGTGCGAGGAACA | GCGATATAGCTCAACCTGAA |
| DEPRNAi | TTGGATCCGCCATGGATGCTGAGCC | TTGTCGACTAGGTACGTGCTGATGATT |
| DEPGFP | TAGAAGCTTAGGTTAGGTCGGA | AGGATCCAGCATTGAGGTGGCTCAGCA |
| DEP-BD | AGAATTCATGGGGCGGGGGAAGGTG | TGTCGACATGATTCACGGTGCATACG |
| DEP-BD2 | CGAATTCCTTGAACGTTATGAGC | AGTCGACATTCTTCTGCCTCTCC |
| LHS1RT | ACCATCAGGGTCTTCTCCAC | GGATGGGATGTGTTCATTGG |
| UBIQRT | CAAGATGATCTGCCGCAAATGC | TTTAACCAGTCCATGAACCCG |
| BSP1 | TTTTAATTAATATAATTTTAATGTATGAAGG | CTCTACCATACCAAACCAAAATATC |
| BSP2 | ATGGAGAGTGGGATTAAATGTTTAA | AAAAACTTCCCTTTCTTCTTCCTAC |
| BSP3 | TGTTAAATTGATAAGGTAGGAAGAAGAA | CTACAACTAAACTAACTAACTTACTCCTAT |
| BSP4 | ATTATAAAGTTAGTTTGTAAAGGGGATAGA | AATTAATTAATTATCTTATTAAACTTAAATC |

How the deposited data were processed for this re-analysis (not part of the article)

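The arrays measured transcripts in young panicles of WT and *pho*, with 1 array from panicles of 5–8 cm and 1 from panicles of 9–12 cm for each genotype. The authors used 1-colour Affymetrix GeneChip Rice Genome Arrays, summarized each probe set with MAS5 in GCOS, whose versions are not given, and scaled each array to the same overall intensity. The values used are these signals, on a linear scale and 1 column per array. The lowest signal was 0.1 and the highest 37631. Detection calls were not used here, and neither the real-time PCR nor the bisulfite sequencing was analysed here. The paper's text names no statistical test for the arrays. To check for duplicated arrays, identical signals were counted, and each pair of arrays shared 106 to 236 among 57258 probe sets.

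Of 57381 probe sets, 123 AFFX controls were left out. The annotation pairs 22436 probe sets with 1 gene and 95 with several genes, and 34727 have no gene there, so that 17905 genes had a probe set of their own and 2460 of these a name. Probe sets without a gene were tested as probe sets and entered no list. The comparison of *pho* with WT used lmFit and eBayes with an intensity trend in limma 3.58.1 under R 4.3.3, on log2(signal + 16) of the 23929 probe sets with a mean signal of at least 100, with genotype as the only term, all 4 arrays, a two-sided test and Benjamini-Hochberg adjustment, at a threshold of 0.05. Replicate numbers stand for panicle length and pair the arrays by the labels. The deviations of the WT and *pho* arrays of replicate 1 from their genotype means had a correlation of 0.311 across probe sets, and the values with panicle length as a block are given beside the main ones where the block changes a call. Signals from Table 1 of the paper were compared as plain ratios of 1 array per genotype. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

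Genes to name were chosen by a rule set before the data were examined, but not every gene it takes is printed. It takes *OsMADS15* and *OsMADS1*, the genes of Table 1, whose values in the paper had been seen, every measured member of the MADS-box lists, and from each other list up to 3 members past the threshold or else the 1 with the largest change. A part of the rule for the 10 largest changes past the threshold names no gene, because none passed. Further examples, *EAT1*, *TIP2*, *MEL1*, *LHCP*, *EXPA7*, *hsp17.9*, *OSH1*, *OSH71*, *DL* and *RFL*, were chosen after their values were seen. For expansins and heat shock proteins these stand in place of the genes that the rule takes. Those are *EXPB7* (log2 fold change -1.75, adjusted p = 0.726 from limma) and *HSP24.1* (log2 fold change 2.81, adjusted p = 0.726 from limma). Other genes that the rule takes, *OsMADS55* and *IAA6* among them, are not printed. The 14 lists of single genes were also set before the data were examined, and 69 of their 121 entries could be matched to a gene with a probe set. A further 17 families had been planned by words in gene descriptions. The annotation used holds no descriptions, so the families were taken by gene symbol or synonym instead, after the signals had been examined and the values of *RCA*, *CAB2R*, *OsPSAG*, *PSAH*, *GLK1*, *LG1* and *OsSPL14* had been seen. Lists with at least 3 tested genes were tested with camera in limma.

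The procedure was tested on simulated data of the same size, 2 arrays per genotype and 23929 probe sets, of which 200 were changed. It found 0% of the probe sets changed 2-fold, 26% of those changed 4-fold, 68% of those changed 8-fold and 76% of those changed 16-fold, none with the wrong sign. It also called 16 of 23729 unchanged probe sets, which is more than the adjusted threshold of 0.05 allows for. The simulated spreads were those that limma had already drawn towards a common trend. Real spreads differ more between probe sets, so the shares found may be too high. Of the simulated lists, 1 of 1 shifted list and 0 of 10 others were called. The simulated genes varied independently of each other, so this says nothing about false calls in lists of correlated genes. Alternatives were a pseudocount of 1 or 64, no filter or a minimum mean signal of 200, quantile normalization, centring each array on its median, panicle length as a block, leaving out probe sets that can match several transcripts, leaving out each array in turn, a fit without the trend, an ordinary two-sample test, an estimated correlation for the lists, and the mean over all probe sets of a gene. Centring used the median of all probe sets, which lies under the filter on low signals, and it moved every log2 fold change of *pho* over WT downwards. When 1 array is left out, the remaining array of that genotype is assumed to vary like the other genotype. A test for panicle length with genotype as a term was also made.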

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

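The tests of array scaling, RNA degradation, panicle length and the neighbourhood of *OsMADS1* were chosen after values of some of the genes or controls concerned had been seen, and the test for mixed RNA was set beforehand but its reading was changed after its result was known. The reading of the test that compares RNA degradation over all arrays was also changed after its result was known, from against degradation to undecided.

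Chloroplast and photosynthesis genes, which the paper does not discuss, rose in *pho* (camera adjusted p = 2.54e-10, or adjusted p = 0.493 with an estimated correlation, and 6.65e-06 without the *pho* array of 9–12 cm), as did the shorter photosynthesis list, whose 4 tested genes the longer list also holds (camera adjusted p = 0.00378, or adjusted p = 0.493 with an estimated correlation). Between the 2 *pho* arrays the 24 genes had a median log2 difference of 0.85, and it was 0.90 after quantile normalization. That step had little to remove, because the arrays were already scaled to the same overall intensity. The median log2 signal of all tested probe sets was 9.47 in the *pho* array of 5–8 cm and 9.46 in that of 9–12 cm. These medians, rather than the normalization, argue against unequal scaling as the cause. Panicle length alone would also raise these genes in WT, where the median difference was -0.36. This rests on 1 WT array per length, and the 2 arrays differed in RNA quality too. A rise with length that RNA quality hides in WT therefore stays open. Degraded RNA stays open, alone or together with panicle length, for the difference between the 2 arrays of a genotype. In 2 of 2 genotypes the array with the higher 3′ over 5′ ratios of actin and GAPDH had the higher signals of these genes. In *pho* 2 of 2 ratios were higher at 9–12 cm (5.26 and 11.0) than at 5–8 cm (3.28 and 6.87). In WT they were lower at 9–12 cm (4.95 and 9.62) than at 5–8 cm (10.6 and 16.4). Over all arrays 0 were highest in the *pho* array of 9–12 cm. Between the genotypes the ratios followed these genes less closely. At 5–8 cm *pho* had the lower ratios but a median log2 ratio over WT of 0.42 for these genes. At 9–12 cm the ratios were only slightly higher in *pho* than in WT, and the median was 2.13. The difference of the genotype effect between the lengths, a larger share of leaf tissue in that sample, whether from the leaves that form in *pho* spikelets or from another source, and the conditions at harvest were not tested and stay open.

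The *OsMADS1* signal in *pho* was 4.6 at 5–8 cm and 109 at 9–12 cm, the latter 1.02% of the WT signal. Were WT panicle RNA mixed into the *pho* sample of 9–12 cm, other transcripts near the floor in the *pho* array of 5–8 cm would keep at least that share, and the 39 such probe sets with a WT signal of at least 2000 and a *pho* signal under 50 kept a median of 1.495% (quartiles 0.890% and 2.42%). By the reading set beforehand this counts for a mixture. It was read as undecided instead, because these probe sets were picked by their low signal in the other *pho* array, and because 6 of all 5324 probe sets with a WT signal of at least 2000 kept less than 50% of the share of *OsMADS1*, the lowest 0.108%. The signal of 109 also lies not far above the median of 68.1 of all probe sets on that array. Mixed RNA, background signal and a transcript made in longer *pho* panicles cannot be told apart with 1 array per genotype and length.

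Low *OsMADS1* signals at both lengths could come from a loss of signal over the whole chromosome region. Of the 10 nearest genes on each side, 13 were tested, and their median log2 fold change was -0.19, with a range from -1.31 to 1.74, which argues against a loss over the whole stretch. The lowest of them was *DL* (SE 0.416, adjusted p = 0.662 from limma), the gene next to *OsMADS1* on 1 side, and the next gene on the other side was not measured here, so a change that reaches the nearest genes stays open. A change at *OsMADS1* itself was not tested on the arrays.

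Other gene groups outside those the paper discusses also passed camera. These were the anther wall and tapetum genes (lower, adjusted p = 6.20e-08), meiosis genes (lower, adjusted p = 0.00976), expansins (lower, adjusted p = 0.00156), heat shock proteins (higher, adjusted p = 5.20e-04) and ribosomal proteins (lower, adjusted p = 0.0196). With an estimated correlation none of them passed, and the adjusted p was 0.399, 0.552, 0.493, 0.525 and 0.721 in the same order. The paper saw no stamens in *pho*, and missing anther tissue alone would lower the anther wall and meiosis genes, but the share of anther tissue was not measured on the arrays. The meiosis list had an adjusted p of 0.0675 without the *pho* array of 9–12 cm, and the expansins had 0.225 without the filter on low signals. The ribosomal protein list did not pass in 8 of the 14 other settings. Besides the estimated correlation, its adjusted p was 0.0537 with quantile normalization, 0.0746 with each array centred on its median, 0.0678 with panicle length as a block, 0.106 without probe sets that can match several transcripts, 0.0689 with the mean over all probe sets of a gene, 0.123 without the WT array of 9–12 cm, and 0.866, in the other direction, without the *pho* array of 9–12 cm. *OsMADS58* (log2 fold change -4.74, SE 0.301, adjusted p = 0.0773 from limma, and 0.0322 with panicle length as a block) and *OsMADS16* (log2 fold change -2.31, SE 0.452, adjusted p = 0.454 from limma) do not stand in Table 1, and were singled out after their values were seen.

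For 4 of the lists with at least 3 tested genes the median log2 ratio of *pho* over WT had opposite signs at the 2 lengths, by at least 0.2 at each, a limit chosen after the values were seen, and the difference was not tested. The medians at 5–8 and 9–12 cm were 0.24 and -0.64 for DNA replication genes, 0.21 and -0.69 for H2B histones, -0.30 and 0.76 for jasmonate synthesis and JAZ genes, and -0.59 and 0.30 for lipid transfer proteins.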

How the results depend on the processing

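The counts of probe sets higher and lower in *pho*, 0 and 0 in the main setting, were 11 and 40 with each array centred on its median, 8 and 32 with panicle length as a block and 3 and 4 with an ordinary two-sample test, and stayed at 0 in the other 11 settings. The log2 fold change of *OsMADS1* passed the threshold when arrays were centred (-7.77) and with the block (-7.68), and lay between -8.98 and -6.38 when 1 array was left out, with no pass. The ratio of its signals, 2209.96, was 97.6 at 9–12 cm, 183 on the means of both lengths and 494 with 16 added to both signals. The number of lists past the threshold, 12, was 0 with an estimated correlation and 10 to 16 in the other settings. The correlation between the lengths was 0.192 without the filter on low signals, and 0.367 to 0.417 in the other settings tried. Of the 13 genes of Table 1, 11 were lower in *pho* under each of the 3 alternatives for the ratios, as in the main setting. Leaving out 1 array gave log2 fold changes from -0.20 to 0.51 for *OsMADS56*, from -1.25 to 0.19 for *OsRPA32*, from -0.011 to 0.85 for *GA20OX3*, from -0.42 to 4.67 for *LTP* and from -0.97 to 0.23 for *OSH1*, none past the threshold, and each had the opposite sign without the *pho* array of 9–12 cm. It gave adjusted p values from 0.00176 to 0.720 for cyclins, from 2.89e-04 to 0.900 for DNA replication genes and from 4.44e-04 to 0.866 for ribosomal proteins. Without the *pho* array of 9–12 cm these 3 lists pointed up (0.0285, 5.35e-04 and 0.866), and without that of 5–8 cm they pointed down. The causes of these changes were not tested. Signals near background limit the ratios, since 4.6 for *OsMADS1* stands against a lowest signal of 0.1 and a median of 50.5 on that array. The alternative of families by gene symbol has no separate value, because the planned descriptions could not be applied.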

Differences from the paper's values

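For *OsMADS14*, the paper's signals in Table 1 are 713 in WT and 2063.4 in *pho*, and the signals here are 2448.5 and 5182.5. The gene has 4 probe sets, and the one with the highest mean signal was used here. The alternatives set before the data were examined give no other signal of this gene at 5–8 cm. Another of the 4 probe sets has signals of 713 and 2063.4, an alternative that was chosen after seeing the values and that drops 0 of the 13 genes of Table 1. The ratios of WT over *pho* at 5–8 cm were 0.346 for that probe set and 0.472 for the one used here, and all 4 probe sets had higher signals in *pho* at both lengths. The signals and ratios of the other genes of Table 1 equal the deposited ones at 5–8 cm within rounding. Those of *OsMADS14* do so for the probe set with 713 and 2063.4, but not for the one used here.

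The paper ranks *OsMADS1* as the transcript with the most significant change. Here it ranked 1 by the log2 fold change over all arrays and by the ratio at 5–8 cm, a rank that rests on a *pho* signal of 4.6, below the median of 50.5 on that array, but 42 by p in limma, 37 by p with panicle length as a block, and 32 of 23929 by the ratio at 9–12 cm. The paper states that multiple genes were altered and names no threshold. In limma 0 probe sets passed an adjusted p under 0.05, with 1635 at an unadjusted p under 0.05. *OsMADS1* had an adjusted p of 0.181, and passed with each array centred on its median (0.0144) and with panicle length as a block (0.0401), both set before the data were examined.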

Other observations

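Among single genes of other lists, none passed limma's test over all probe sets. *JAZ2*, which encodes a repressor of jasmonate signalling, had signals of 32.2 in WT and 3082 in *pho* at 5–8 cm and of 61.0 and 2726 at 9–12 cm (log2 fold change 5.58, SE 0.373, adjusted p = 0.0773 from limma, and 0.0322 with panicle length as a block, within a range of 0.0103 to 0.665 over all settings tried). *SPL16*, a squamosa promoter-binding-like gene that controls grain shape, had signals of 3761 and 458 at 5–8 cm and of 4055 and 141 at 9–12 cm (log2 fold change -3.84, SE 0.577, adjusted p = 0.298 from limma). The YABBY gene *YAB1* had a signal of 15997 ± 2047 (SD, n = 2) in WT and 3522 ± 348 (SD, n = 2) in *pho*. *OPB*, a floral homeotic zinc finger gene, had a signal of 612 ± 5.30 in WT and 65.5 ± 63.6 in *pho* (SD, n = 2 each). *DL*, the YABBY gene of carpel specification, had signals of 858 and 405 at 5–8 cm and of 673 and 215 at 9–12 cm, and *RFL*, the rice LEAFY homolog, had 159 and 1205 at 5–8 cm and 165 and 320 at 9–12 cm. In the chloroplast list, *LHCP*, a chlorophyll-binding protein gene, had 8632 and 11517 at 5–8 cm and 2500 and 22086 at 9–12 cm. The lipid transfer protein gene *LTP* had a signal of 267, 238 and 393 in 3 arrays and of 8675 in the *pho* array of 9–12 cm.

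The lists that did not pass camera were leaf and crown root development (adjusted p = 0.0532), jasmonate synthesis and JAZ (0.0999), lignin and phenylpropanoid (0.124, or 0.0162 with panicle length as a block and 0.721 with an estimated correlation), invertase and sucrose metabolism (0.128), growth-regulating factors (0.173), cyclins (0.284), DNA replication (0.287), H2B histones (0.307) and other inflorescence and floral regulators (0.482). The jasmonate list and that of lignin and phenylpropanoid pointed up in the main setting, but down without the *pho* array of 9–12 cm. Shoot meristem KNOX and WOX, Aux/IAA, cytokinin metabolism and response regulators, lipid transfer proteins and squamosa promoter-binding-like genes each had an adjusted p of 0.351. Several of these lists passed when 1 array was left out. Without the WT array of 5–8 cm, invertase and sucrose metabolism was lower (adjusted p = 0.0191). Without the WT array of 9–12 cm, leaf and crown root development (0.00659) and DNA replication (0.0140) were lower, and lignin and phenylpropanoid (0.00659) and the jasmonate list (0.0490) higher. Without the *pho* array of 5–8 cm, DNA replication (2.89e-04), cyclins (0.00176) and H2B histones (0.00779) were lower, and the jasmonate list (4.88e-04) and lignin and phenylpropanoid (0.00126) higher. Without the *pho* array of 9–12 cm, growth-regulating factors (1.27e-04), DNA replication (5.35e-04) and cyclins (0.0285) were higher, and lipid transfer proteins (0.00699) lower. The median and the mean log2 fold change differed in sign for the lipid transfer proteins (-0.20 and 0.20, with the test pointing down) and for the squamosa promoter-binding-like genes (0.31 and -0.10, with the test pointing up). B-sister and AGL6-like MADS-box genes, other MADS-box genes, gibberellin oxidases and seed storage genes had fewer than 3 tested members. When adjusted over the list alone, 1 gene was higher in the jasmonate list and 1 lower in the lists of leaf and crown root development, floral regulators and squamosa promoter-binding-like genes.

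Between panicles of 9–12 and 5–8 cm, with genotype as a term, 0 probe sets passed limma's test in any of the settings tried, and 2525 had an unadjusted p under 0.05 in the main setting.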
